A study of Homo sapiens with 2 samples. Its data were reported in "The lncRNA ‘UCA1’ modulates the response to chemotherapy of ovarian cancer through direct binding to miR‐27a‐5p and control of UBE2N levels" (2021).

How the data were processed

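Total RNA of OAW42 and OAW42-R cells, 1 sample per line, was converted to biotin-labelled single-stranded cDNA and hybridised to the Affymetrix human transcriptome array. The authors normalised the arrays with RMA (robust multi-array average: background correction, quantile normalisation and a summary over the probes of a transcript cluster) and compared groups in the manufacturer's software. The deposited values are log2 signals per transcript cluster with 2 decimals. The version of RMA, the annotation release and the genome build were not given in the sources used here, and whether other arrays were normalised in the same run is not known. RMA makes the distributions of arrays alike, which hides any shift in total RNA per cell, and its summaries compress large folds, most so where 1 level is near background. The number of arrays limits the precision: with 1 per line no error could be measured.

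Samples were grouped by the cell line in the labels. Transcript clusters were named with the platform annotation. Of 67524 clusters, 23780 had 1 gene symbol, 1541 had several and 42203 had none; a cluster with several symbols named no gene, and one with no symbol is unnamed here. Symbols were updated with a table of RefSeq genes of assembly GRCh38.p14. The Entrez identifier matched for 21497 clusters, the symbol for 1974 and an older symbol for 305, and 4 kept the platform's symbol. That table was used for names, gene types and gene order only. This gave 22348 genes, each represented by its cluster with the highest mean of both arrays. XIST and genes of the Y chromosome were left out of every gene-level result. A gene was above the floor where its brighter array was at or above the 50th percentile of all clusters on that array, which held for 15910 genes.

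The difference was OAW42-R minus OAW42. Genes and clusters were counted at a 2-fold difference (log2 size of at least 1), without a test. Genes named in the text followed a rule set before the data were examined: the 15 largest positive and 15 largest negative differences among genes whose brighter array reached the 75th percentile, the genes the study examined, up to 4 members per list with the largest difference in size, and the 5 largest in each direction among long non-coding RNA genes. Genes named in the runs and the other retroviral envelope genes were chosen after their values were seen. Each list's median over genes above the floor was placed among the medians of 10000 random lists of the same size drawn within 20 bins of mean signal. The percentile describes these arrays and is not a test. List members with no cluster of their own in the annotation used were not analysed here. For runs of neighbouring genes, medians of 15 consecutive genes above the floor were compared with 1000 shuffles of gene order, and overlapping windows past the 95th percentile of the most extreme window of each shuffle were joined.

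Alternatives were centring on the median difference, quantile normalisation, loess, other floors, 1.5-fold and 4-fold thresholds, the mean of a gene's clusters or its cluster with the largest difference, and windows of 25 genes. Counting clusters with equal values once, the percentiles of lists under other floors and leaving HOXB out of the HOX list were added after the data were seen. The steps were tested on simulated data of 15910 genes with a noise SD of 0.148, drawn independently for each gene. That SD came from the spread of differences between the lines, not from a measured error, and the real differences had wider tails. These simulations therefore check the steps only and give no error rate for the counts or the lists. For the comparison of the lines, 100% of genes planted at 1.5 and at 2.5 and 0% of those planted at 0.5 were counted, no unchanged gene was counted, 4.0% of unchanged lists lay outside the central 95% of random lists, and a planted run of 30 genes was covered in full with 0 other runs. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.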

Results

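Transcript levels were measured in 2 human ovarian carcinoma cell lines, OAW42, which is sensitive to cisplatin, and OAW42-R, its cisplatin-resistant counterpart. Both were grown under normal conditions without drug, and total RNA from each was hybridised to 1 whole-transcript array. There were no replicates, so no value has a measured error, no test between the lines was possible, and 1 culture per line cannot separate the state of a culture from the line itself. Differences are given as OAW42-R minus OAW42 on the log2 scale, where 1 is a 2-fold difference. The median log2 signal over the 67524 transcript clusters was 6.34 in OAW42-R and 6.30 in OAW42. The Pearson correlation across clusters was 0.992; it is across clusters of 1 pair of arrays, which are not independent replicates.

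The first question was which transcripts differ between the resistant and the sensitive line. OAW42-R had higher signals for CALB1, the calcium-binding protein calbindin (11.2-fold), for ERVH48-1, an envelope-derived gene of an endogenous retrovirus (10.1-fold), for RELN, which encodes the secreted glycoprotein reelin (8.63-fold), and for the long non-coding RNA UCA1 (8.63-fold). OAW42-R had lower signals for the T-box transcription factor TBX15 (13.8-fold), the ephrin receptor EPHA7 (10.9-fold), ANKRD1 (8.06-fold), the protease inhibitor TFPI2 (6.92-fold) and fibronectin, FN1 (5.70-fold). Genes of hypoxia and glycolysis, metallothioneins and genes of cholesterol and fatty acid synthesis were higher as groups in OAW42-R. The metallothioneins are neighbours close in sequence, so they may not be separate measurements. Targets of p53 and NRF2 and inflammatory cytokines were lower as groups.

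Most genes were close to equal. Of 15910 genes above the signal floor, 15379 (96.7%) lay within 1.5-fold, and the central 95% of differences ran from -0.44 to 0.53. At least 2-fold higher in OAW42-R were 86 genes, and 53 were at least 2-fold lower; 22 and 11 of these passed 4-fold. Among all transcript clusters, 328 were at least 2-fold higher and 119 at least 2-fold lower. Of these, 235 and 58 had no gene symbol in the annotation used here. Among the higher clusters, 43 shared their values on both arrays with at least 4 other clusters, in 5 groups of equal values, and all 43 had identifiers of chromosome 15, so the cluster count holds repeated copies.

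**Figure D1:**
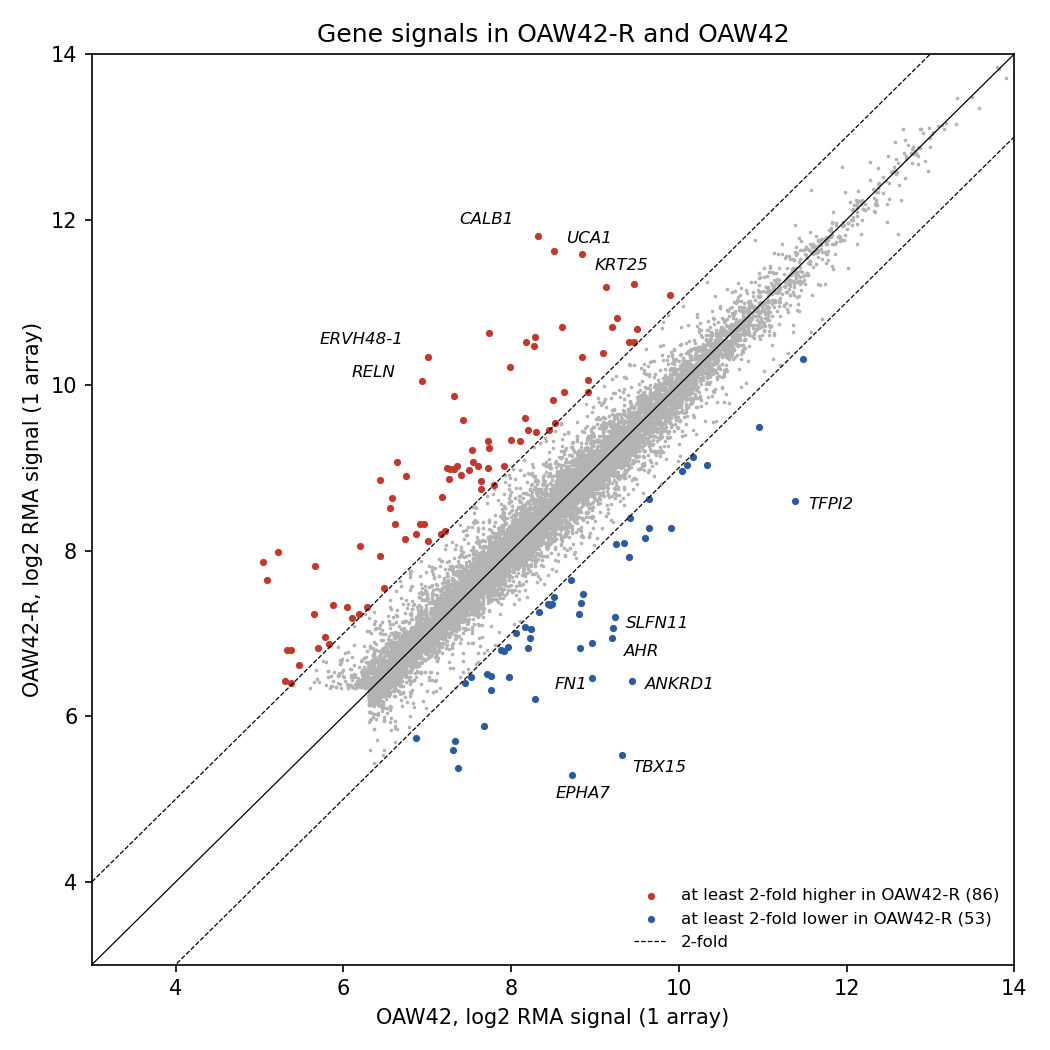
Log2 RMA signal of each of the 15910 genes above the floor, OAW42 on the x axis and OAW42-R on the y axis, 1 array each; the solid line marks equal signal and the dashed lines 2-fold. The 86 genes at least 2-fold higher in OAW42-R (red) include CALB1 and UCA1, and the 53 at least 2-fold lower (blue) include TBX15 and EPHA7.

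Among the other genes with the largest positive differences were NOSTRIN, a regulator of nitric oxide synthase trafficking (2.82), ERVV-2, another retroviral envelope gene (2.76), and KRT25, a keratin of the hair follicle (2.75). The glutamate transporter SLC1A1 (2.43), the kinase TNIK (2.41), the sodium-chloride cotransporter SLC12A3 (2.34) and the secreted hormone STC1 (2.20) followed. AQP7P3 (2.90), AQP7P1 (2.55), LOC286297 (2.30) and LOC100996643 (2.23) are pseudogenes of chromosome 9, and probes of near-identical copies cannot be told apart, so these 4 are uncertain as separate genes. On the lower side, the aryl hydrocarbon receptor AHR differed by -2.25 and SLFN11, a protein that blocks stressed replication forks, by -2.15. SESN3, a sestrin, had a difference of -2.08, the cyclin CCNA1 one of -2.07, and the membrane-bound matrix metalloproteinase MMP14 one of -2.04. Lower by between 2-fold and 4-fold were VPS35L (-1.99), the adhesion molecules NRCAM (-1.63) and CADM1 (-1.51), the gap junction protein GJA1 (-1.57) and the transcriptional corepressor NAB1 (-1.49). TBX15, EPHA7 and SESN3 had signals of 5.53, 5.29 and 6.21 in OAW42-R, below that array's median. NOSTRIN and ERVV-2 had signals of 5.04 and 5.22 in OAW42, below the median of that one. The differences of these 5 genes compare a measured level with one near background, so their ranks are uncertain. ANKRD1, FN1 and CADM1 in OAW42-R (6.43, 6.46 and 6.47) and TNIK in OAW42 (6.44) lay just above the median of the array. Their differences may be affected too.

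The second question concerned long non-coding RNAs and UCA1 in particular. UCA1, measured by the single transcript cluster TC19000279.hg.1, had a log2 signal of 11.62 in OAW42-R and 8.51 in OAW42, a difference of 3.11. It ranked first among the 860 long non-coding RNA genes above the floor, and 2 named genes of any kind, CALB1 and ERVH48-1, had a larger positive difference. Clusters with no gene symbol were not ranked, and among them TC08001402.hg.1 (5.57) and TC10002568.hg.1 (5.25) differed more than UCA1. At least 2-fold higher were 8 long non-coding RNA genes, with LINC00534 (2.55), LINC00626 (2.15), LINC02582 (2.09) and DSCAM-AS1 (1.58) after UCA1. LINC00534 and DSCAM-AS1 had signals of 5.09 and 5.65 in OAW42, near background, and with the floor at the 75th percentile 3 genes were counted, UCA1, LINC00626 and LINC02582. Only 1, LINC00488 (-1.08), was at least 2-fold lower. Next on the lower side came DGCR11 (-0.92), CCAT1 (-0.87), THAP9-AS1 (-0.79, with a signal of 6.31 in OAW42-R, just below the array's median) and LOC100294145 (-0.74). Of the 17 long non-coding RNAs with a cancer literature that were above the floor, UCA1 alone passed 2-fold, TUG1 differed by -0.62 and DANCR by 0.55, and the list median was 0.01.

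The preset list of genes that the study examined held other genes above the floor, which differed by at most 0.47 in size. EGFR, which the study discussed but which was not in that list, differed by -0.64. The ubiquitin-conjugating enzyme gene UBE2N had a signal of 7.31 in OAW42-R and 7.29 in OAW42. BCL2L11, which encodes the pro-apoptotic protein BIM, differed by -0.33, BIK by 0.11, SDHA by 0.47, SMARCA4 by 0.02 and EZH2 by -0.10. ABCB1, the P-glycoprotein efflux pump, was below the floor on both arrays, with signals of 5.01 in OAW42-R and 5.97 in OAW42. Its difference of -0.96 therefore compares levels near background. BBC3, NEAT1 and MIR27A had no transcript cluster of their own in the annotation used here and were not analysed.

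Each of 38 gene lists chosen before the data were examined was then set against 10000 random lists of equal size, matched on mean signal. The medians of 5 lists lay above the central 95% of random medians and those of 4 lay below it. By chance 1.9 lists in all would lie outside if the genes of a list varied independently. Genes regulated together or lying side by side do not, so the excess may be overstated. The hypoxia and glycolysis list had the highest median, 0.40 (percentile 100 among random lists), and 20 of its 22 genes above the floor were higher in OAW42-R. The hexokinase gene HK2 differed by 1.36, the carbonic anhydrase CA12 by 0.69, the pyruvate dehydrogenase kinase PDK1 by 0.64 and the aldolase ALDOC by 0.63. Of the 9 metallothioneins, which bind heavy metals, 8 were higher, with a median of 0.31 (percentile 100). MT1F differed by 1.13, MT1H by 0.68, MT1X by 0.61 and MT2A by 0.48; these genes are close in sequence and their probes may share signal. They are also neighbours in 1 run on chromosome 16, where the 8 genes that are not metallothioneins had a median of 0.01, and random lists of genes from many places do not allow for such linkage. All 19 measured genes of cholesterol and fatty acid synthesis were higher by between 0.04 and 0.78, with a median of 0.21 (percentile 100). SCD, a fatty acid desaturase, differed by 0.78, ACACA by 0.56, INSIG1 by 0.55 and FASN, fatty acid synthase, by 0.50.

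HOX genes, transcription factors of body patterning, also had a median of 0.21 (percentile 100), with 13 of 17 higher. The largest members were HOXB genes. HOXB5 differed by 1.52, HOXB6 by 1.03, HOXB7 by 0.95 and HOXB2 by 0.70, and the median of the 6 HOXB genes of the list above the floor was 0.82. The 11 genes of the HOXA, HOXC and HOXD clusters had a median of 0.06 (percentile 88.1), with HOXC4 at 0.53, HOXC6 at 0.40 and HOXA2 at -0.42. This split was made after the values were seen, and HOXB genes are neighbours, which random lists do not allow for. Epithelial adhesion and keratin genes had a median of 0.09 (percentile 98.9, and 96.9 with the floor at the 75th percentile, inside the range of random lists), with 16 of 21 higher, among them the membrane protein MAL2 (1.5), the splicing regulator ESRP1 (1.04) and the adhesion molecule EPCAM (0.67). The mesenchymal list had a median of -0.03 (percentile 21.0), although FN1 differed by -2.51, THBS1 by 0.89 and S100A4 by 0.81.

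On the lower side, 11 of 13 inflammatory cytokine and chemokine genes were lower in OAW42-R, with a median of -0.18 (percentile 0.1). LIF differed by -0.45, IL18 by -0.43 and TNFAIP3 by -0.38, while TNF was higher by 0.89. Of 22 p53 targets, 15 were lower, with a median of -0.14 (percentile 0.2) and none past 2-fold. TP53INP1 differed by -0.42, ZMAT3 by -0.38, MDM2 by -0.37 and TRIAP1 by -0.37. Of 21 targets of NRF2, the transcription factor of the antioxidant response, 16 were lower, with a median of -0.13 (percentile 0.4). The aldo-keto reductases AKR1C3 and AKR1C2 differed by -0.60 and -0.52 and the ferritin light chain FTL by -0.51, while EPHX1 was higher by 0.98. The list of TGF-beta and BMP signalling had a median of -0.13 (percentile 0.2), with 14 of 19 genes lower. With no floor its median over 23 genes was -0.05 (percentile 9.5), inside the range of random lists. LTBP1, which binds latent TGF-beta, differed by -1.12, the inhibin subunit INHBB by -0.94, BMP7 by -0.87 and the receptor TGFBR2 by -0.85.

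**Figure D2:**
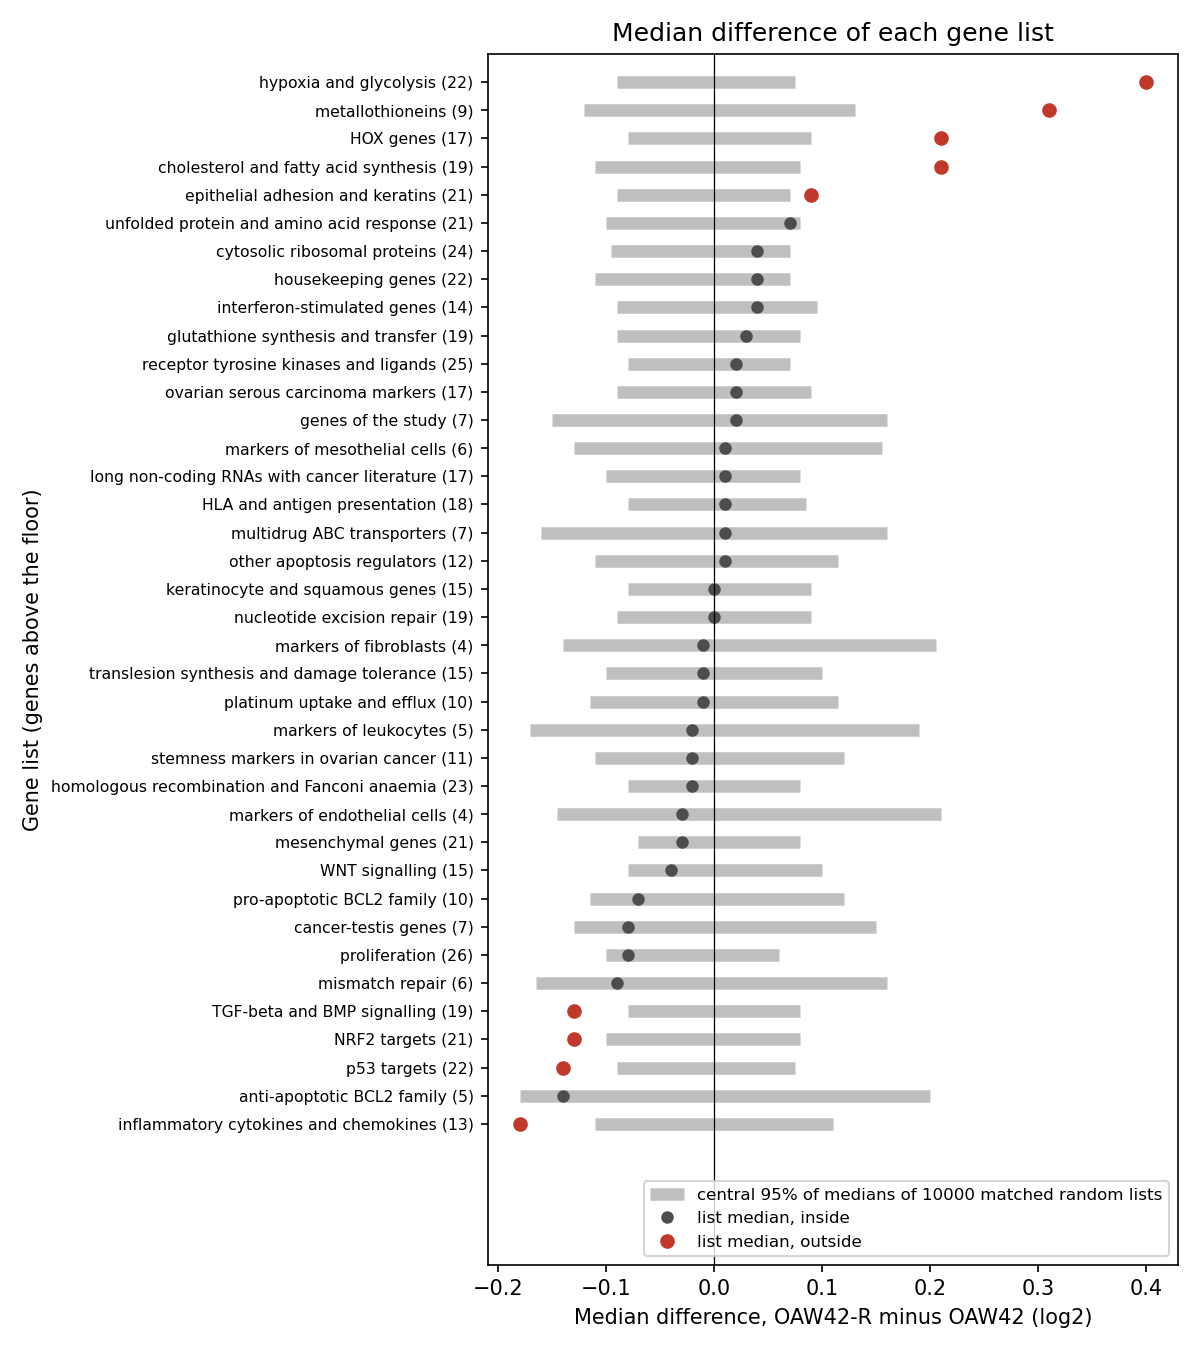
Median log2 difference (OAW42-R minus OAW42) of the genes above the floor in each of 38 lists (points), with the central 95% of the medians of 10000 matched random lists (grey bars); gene numbers stand in parentheses. Red points lie outside the bar, from 0.40 for hypoxia and glycolysis to -0.18 for inflammatory cytokines and chemokines.

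Lists of platinum transport, multidrug transporters and DNA repair had medians inside the range of random lists. Medians within 0.03 of 0 have no direction, since several of them changed sign when the arrays were rescaled. Platinum uptake and efflux had a median of -0.01 (percentile 47.5), with SLC47A1 at -0.51 and the copper pump ATP7B at -0.39. Multidrug ABC transporters had a median of 0.01 (percentile 58.0), with ABCC4 at -0.25 and ABCA1 at 0.22. Nucleotide excision repair had a median of 0.00 (percentile 52.7), with RPA2 at 0.40 and XPC at 0.35. Homologous recombination and Fanconi anaemia genes had one of -0.02 (percentile 34.8), with FANCE and FANCM at -0.37. Mismatch repair had one of -0.09 (percentile 13.5), with EXO1 at -0.39, and translesion synthesis one of -0.01 (percentile 44.3), with RAD18 at 0.29. No gene of these 6 lists passed 2-fold. In glutathione synthesis and transfer the median was 0.03 (percentile 81.4), over members that went both ways, GSTM3 at 0.91 and GSTM4 at 0.78 against GSTT1 at -0.83 and GPX2 at -0.70.

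Lists of cell death genes had medians inside the range of random lists. The anti-apoptotic BCL2 family had a median of -0.14 (percentile 6.0), with BCL2 at -0.50 and MCL1 at 0.18. The p53 targets had the same median but lay outside their range. For the 5 BCL2 family genes above the floor the range was -0.18 to 0.2, against -0.09 to 0.075 for the 22 p53 targets. With so few genes, a median of this size cannot be told from equality or from a lower group. The pro-apoptotic members had a median of -0.07 (percentile 9.7), with BID at -0.37 and BAX at -0.30, and other apoptosis regulators had one of 0.01 (percentile 59.5), with the death receptor TNFRSF10A at -0.38. In the proliferation list 23 of 26 genes were lower, by a median of -0.08 (percentile 6.0), with the replication licensing factor MCM5 at -0.81 and the mitotic kinases TTK and AURKA at -0.40 and -0.39.

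Ovarian serous carcinoma markers had a median of 0.02 (percentile 74.2), with PAX8 at 0.27 and SLPI at 0.43. Markers of fibroblasts, leukocytes, endothelial cells and mesothelial cells, other cells that a culture could hold, had medians of -0.01, -0.02, -0.03 and 0.01, and of these lists' members LRRN4 (0.91) differed most. Among stemness markers CD44, the hyaluronan receptor, differed by -1.28 and LGR5 by 1.13, the latter from a near-background signal of 5.30 in OAW42. The list median was -0.02. A dimmer cluster of CD44 differed by -0.53, so its difference depends on the cluster used. In WNT signalling WNT5A differed by -1.19, and the median was -0.04. With the floor at the 75th percentile the median was -0.26 for WNT signalling, 0.21 for mesothelial markers and 0.14 for ovarian serous carcinoma markers. Percentiles of these lists at that floor were not computed. Receptor tyrosine kinases and their ligands had a median of 0.02, with FGF2 (-0.80), FGFR2 (-0.78), FGFR1 (-0.70) and EGFR (-0.64) all lower. Housekeeping genes and cytosolic ribosomal proteins each had a median of 0.04.

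The last comparison asked whether neighbouring genes differed together. On chromosome 22, 341 of 445 genes (76.6%) were lower in OAW42-R, and the chromosome had the lowest median, -0.11. Chromosomes 14, 20 and 19 leaned the same way, with 69.6%, 63.2% and 60.4% of genes lower and medians of -0.07, -0.05 and -0.04. The highest median was 0.04, on chromosome 15. Windows of 15 neighbouring genes whose median passed 0.29 in size, the 95th percentile of the most extreme window in 1000 shuffles of gene order, formed 17 runs, 7 lower and 10 higher in OAW42-R. The runs held 480 genes, 3.0% of those placed, and 14 of the 139 genes that passed 2-fold. The most extreme window, with a median of -0.58, lay on chromosome 4, in a run of 47 genes from SDAD1 to SPP1 of which 42 were lower, by a median of -0.44. The anthrax toxin receptor ANTXR2 differed by -1.46 there, BMP2K by -1.08 and THAP9-AS1 by -0.79. Chromosome 3 held the longest run, 79 genes from LINC00620 to XYLB with a median of 0.31, of which 66 were higher. TGFBR2 (-0.85) lies inside it and went the other way. On chromosome 22, 29 of the 32 genes from MIR3200 to MCM5 were lower, by a median of -0.30. The run on chromosome 16 held the metallothioneins and SLC12A3, the run on chromosome 2 held NOSTRIN and IFIH1, and the run on chromosome 14 held MMP14. A run on chromosome 15 was made mostly of SNORD116 copies, which are near-identical and may not be separate measurements.

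**Figure D3:**
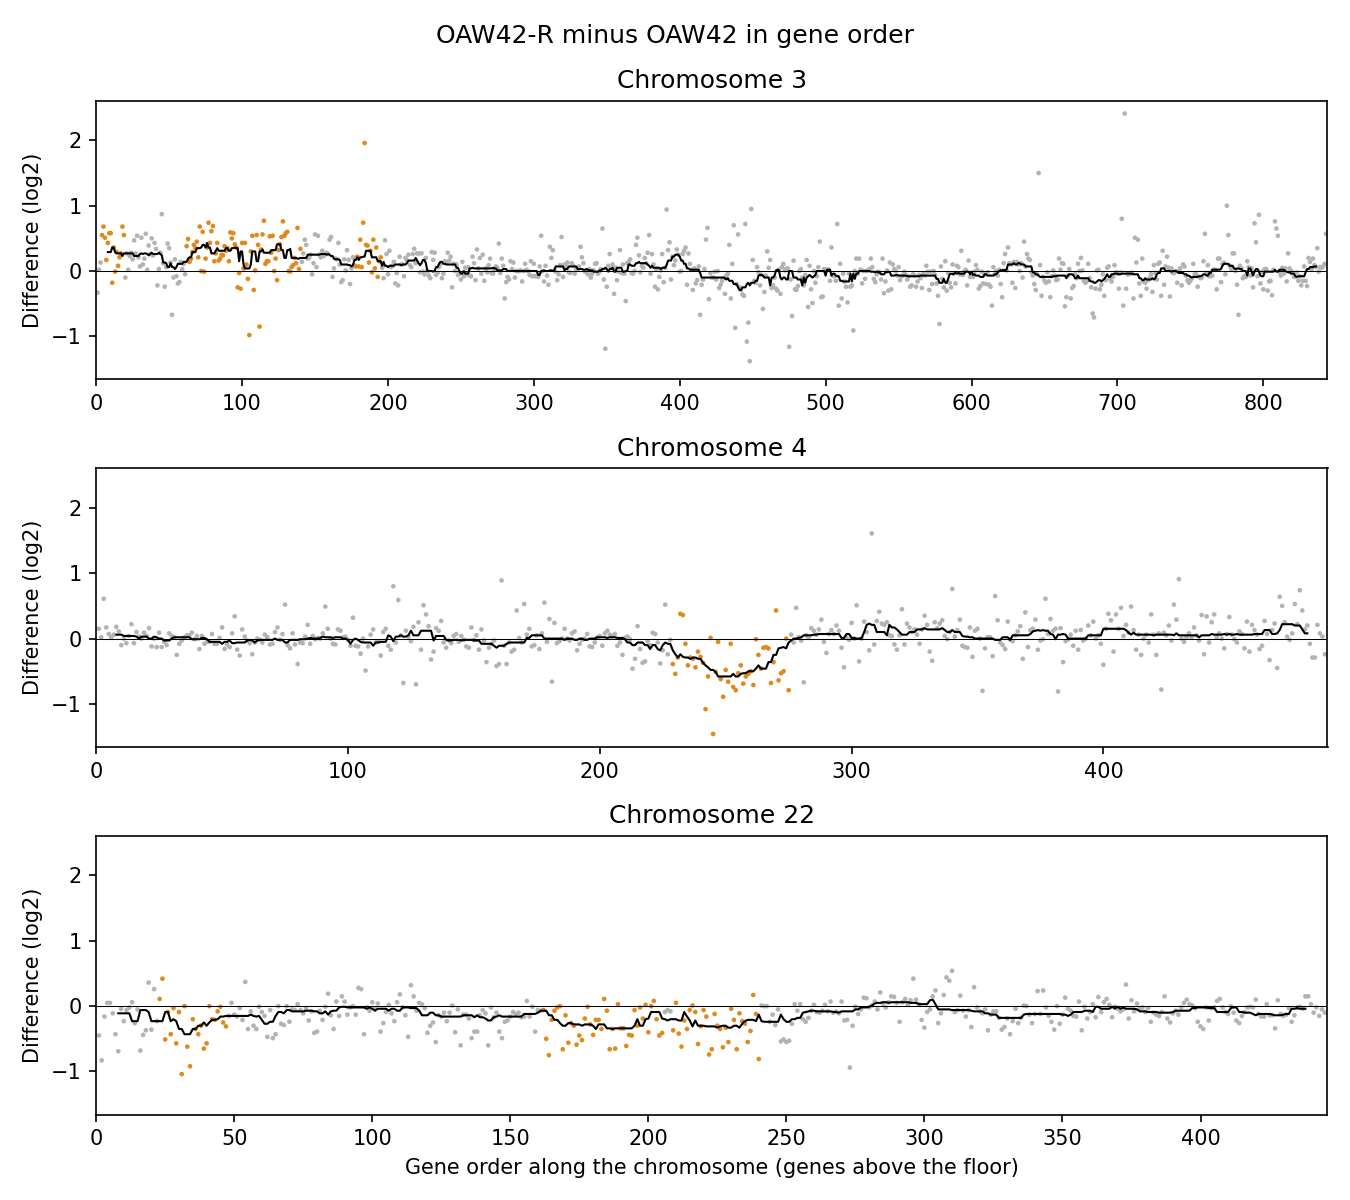
Log2 difference (OAW42-R minus OAW42) of each gene above the floor, in gene order along chromosomes 3, 4 and 22; orange points are genes in runs and the black line is the median of 15 neighbouring genes. On chromosome 4 the line reaches -0.58, and on chromosome 22 most points lie below 0.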

Values the study reported

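The study reported 1717 genes that differed between OAW42-R and OAW42, with no threshold given beside that number, of which 16 were lncRNAs. For UCA1 it gave an array fold change of 40, the highest of the lncRNAs, and a level around 100-fold higher in OAW42-R by RT-qPCR.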

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

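Transcript clusters without a gene symbol took no part in the comparisons of genes, and the largest positive differences lay among them. Leaving out clusters with X or Y chromosome identifiers, TC08001402.hg.1 differed by 5.57 (signal 11.30 in OAW42-R and 5.73 in OAW42) and TC10002568.hg.1 by 5.25 (12.02 and 6.77). On the lower side TC06002871.hg.1 differed by -3.20 (6.90 and 10.10) and TC04002187.hg.1 by -2.99 (7.74 and 10.73). Which genes they belong to was not determined here.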

How the results depend on the processing

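With 1 array per line no replicate could be left out, and no paired analysis was possible because the result comes from no test. Lists outside the range of random lists and named genes at 2-fold or more kept their direction under each setting tried, and the UCA1 fold stayed between 8.46 and 8.63. Counting clusters with equal values once, chosen after the data were seen, kept both cluster counts within 1.5 times. Thresholds moved the counts by construction. At 1.5-fold, 1183 clusters were higher and 499 lower, and 322 genes higher and 209 lower; at 4-fold the numbers were 61, 20, 22 and 11. With the 75th percentile floor, 192 clusters were higher, 71 lower and 3 long non-coding RNA genes higher. That floor, which keeps fewer genes, also moved list medians, to 0.61 for HOX genes, 0.48 for metallothioneins, 0.27 for long non-coding RNAs with a cancer literature, 0.21 for mesothelial markers, 0.14 for ovarian serous carcinoma markers, 0.14 for interferon-stimulated genes, -0.12 for mesenchymal genes and -0.26 for WNT signalling. With no floor the medians were 0.10 for HOX genes and -0.05 for TGF-beta and BMP signalling, since genes near background were added. At other floors, whose percentiles were computed after the data were seen, the TGF-beta and BMP list (percentile 9.5 with no floor) and the epithelial list (96.9 at the 75th percentile) fell back inside the range of random lists, and the other 7 stayed outside it. Without HOXB the HOX median was 0.06, a setting also chosen after the data were seen. Under the mean of a gene's clusters CD44 moved to -0.91. Signals near background limit the folds of genes such as TBX15 and EPHA7.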

Other observations

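Of 8 genes with ERV symbols, looked at after ERVH48-1 and ERVV-2 had been seen, 5 were above the floor. Of the other 3 of these, ERVK13-1 differed by 0.22, ERVK3-1 by 0.02 and ERVMER34-1 by -0.66. Interferon-stimulated genes had a median of 0.04 (percentile 85.8), with BST2, which tethers virions to the cell surface, at 1.41 and the RNA sensor IFIH1 at 1.04, from a near-background signal of 5.83 in OAW42, while the related sensor RIGI was at -0.60. In HLA and antigen presentation the median was 0.01, with HLA-DMA at 0.57 and TAP1 at -0.50. Genes of the unfolded protein and amino acid response had a median of 0.07 (percentile 95.7), with EDEM1 at 0.58, SEL1L at -0.51 and XBP1 at -0.45. Cancer-testis genes had a median of -0.08 (percentile 10.7, inside the range of random lists), with all 7 above the floor lower and DPPA2 at -0.79. With no floor their median was 0.00. Keratinocyte genes had a median of 0.00, with SFN at 0.47.

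The tests on the HOX list and on UCA1 were chosen after those results were seen; so were the counts by chromosome for the runs. The other tests on the runs were set with the window medians already seen, but not the values they measure. The AHR test was set before the values of its targets were seen, but it was first run on 6 of its 10 targets, and how to read members that go both ways was settled after that.

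Runs of neighbouring genes may reflect a difference between the lines or the way genes were ordered and picked. None of the 1000 shuffles, 0, reached the most extreme window, whose median was -0.58 against at most 0.36 in size in the shuffles. Clusters with several gene symbols had been left out of the search. Of the 36 inside the runs, 30 (83.3%, exact binomial interval 67.2 to 93.6%) went the run's way. Since these are not independent they were also taken by chromosome. Of the 11 chromosomes with runs 9 had any, and all 9 medians went the run's way (exact lower bound 66.4%). For the 7 medians further than 0.1 from 0 the lower bound was 59.0%, under the 60% that had been set. By chromosome the result turns on medians near 0, so the picking of extreme genes is not excluded. Genes of the runs that were below the floor had a median of 0.03 in the run's direction (bootstrap interval 0.00 to 0.07), against 0.30 for those above it, but signals near background are compressed, so a shift of signal by position stays open. A difference in gene dose, with that median of 0.30, cannot be told apart from shared regulation or copies that share probes, because no DNA value was analysed here.

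The HOX list may be higher through a shift shared with neighbours outside the family. The 13 non-HOX genes of the run that holds HOXB had a median of 0.11 (bootstrap interval 0.01 to 0.24), against 0.82 for the HOXB genes. The microRNA genes MIR1203 (-0.19), MIR152 (-0.08) and MIR3185 (0.01) are among the 13 and lower that median. Most of the others were higher in OAW42-R, up to 0.45 for IGF2BP1, and none reached the HOXB median. This argues against a shared shift as the whole cause, but a shared part stays open. That the HOXB cluster itself is regulated differently in OAW42-R stays open as a hypothesis and was not tested.

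The UCA1 fold on the arrays was 8.63. That is lower than both values quoted from the study above. A background signal of its own probes may have raised UCA1 in OAW42; it lay at the 84.6th percentile of that array, but that sets it against other probes and does not decide. No other setting changed the fold by more than 1.02 times, but these values were normalised before deposit and the settings moved little, so normalisation stays open too. The study's array value came from the same type of array, also normalised with RMA. Probe background and compression of folds by the array would therefore act on both array folds. Alone they could account only for the gap to the RT-qPCR value, and compression was not tested. A different summary in the study's own software was not tested either.

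AHR, a receptor whose known output includes detoxification genes, was lower, and a hypothesis was that its other targets might be lower too. CYP1B1 and NQO1, seen before to be lower, were left out. Of the 10 targets 4 were above the floor, NFE2L2 at -0.22, TIPARP at -0.11, ALDH3A1 at -0.01 and CYP1A2 at 0.08, and their median lay at percentile 21.3 of random lists (43.6 for the 3 genes above the floor in the shorter list of 6), over members that went both ways, so the question stays open.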
